A study of Rattus norvegicus with 80 samples.

How the data were processed

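Gene expression was measured by RNA sequencing in 80 libraries of Rattus norvegicus. Per the labels, RNA of whole mammary pads, tumors and mature adipocytes was extracted with Trizol, and RNA of cultured mammary epithelial cells (MECs) and fibroblasts was extracted with a column kit close to confluency. Poly(A) mRNA libraries were sequenced as paired-end reads of 50 bp, per the labels' protocols. The series describes the normal cell types as flow sorted. The deposited table holds raw counts, whole numbers of reads per gene for 32883 Ensembl rat gene identifiers in 80 columns. The aligner, the counting tool, the genome build and whether counting used strand are not stated in the labels, so genes that share reads with a near-identical copy, an overlapping gene or an antisense gene are uncertain. The counts were used as deposited, with no gene-free total among the identifiers, and 6365 identifiers had no count in any library.

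Each library was assigned to 1 of 19 groups from its title and its tissue and line labels, and each column was matched to its library by the title. The labels name the mutated lines IF, PS and IFPS and do not spell these names out. Titles number the libraries of each normal tissue from 1 to 12, wildtype first, then IFPS, IF and PS, with 3 numbers per line. Pads also carry the numbers 13 to 21, again for wildtype, IFPS and PS. The labels do not say whether a number marks one animal. All 166 pairs of libraries of one group were compared by a chi-square test over genes with at least 20 counts. The smallest chi-square per degree of freedom was 8.7, so no pair agreed within sampling noise and every library counted as 1 replicate. This check cannot show whether libraries of one group, tumors included, came from different animals. The tests treated them as independent.

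Gene symbols were to be taken from a reference table of 47357 rat genes with assembly GRCr8 gene records, whose column for Ensembl identifiers is empty. Of the identifiers 0 matched a symbol. The level of Nf1, 4 gene lists fixed before the data were examined (collagens, collagen processing, adipocyte genes and targets of MAPK signaling, 20 tests), 13 marker lists and every check of GC content or gene length were therefore not analysed here. The rule for named genes, also fixed beforehand, asked for Nf1 and for the genes with a symbol and the largest change past the threshold without overlap of the groups. It gave no name. In its place 4 identifiers are printed: of those past the threshold in the largest number of the 12 comparisons of a line with wildtype and in no comparison in the opposite direction, 2 higher and 1 lower, with ties broken by the smallest geometric mean of the unadjusted p-values over the 12 comparisons, and 1 lower identifier that was chosen after its values were seen.

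Differential expression was tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 on the counts, with TMM normalization, the low-count filter filterByExpr and Benjamini-Hochberg adjustment, and a gene counted as different at an adjusted p-value under 0.05. Each normal tissue had one fit over its 4 lines, which shared one estimate of the spread. In pads the set of title numbers (1 to 12 or 13 to 21) was a covariate. Tumors were compared with pads of the same line in one fit of the 3 mutated lines, and the 3 kinds of tumor were compared in a fit of the tumors. A fit over all normal tissues tested whether the mean effect of the 3 lines differed between tissues, called tissue dependence. The tests among the 3 mutated lines within a normal tissue were added after the data were seen. Printed levels are CPM, the counts of a gene relative to the library total as scaled by edgeR with TMM factors, and log2 CPM used a prior count of 2.

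The design was tested on simulated counts drawn from the means, library sizes and spread of these libraries, with 200 genes changed by 2-fold or 4-fold. Each gene had the same mean in all libraries of a fit, tissues included, and genes were drawn independently of each other. Changed genes were taken only from genes above a minimum mean CPM. Real libraries differ between tissues and vary in many genes together, so the shares below hold for a simpler setting. edgeR recovered 93.5% of the changed genes in the fit of MECs (14554 genes), 89.5% in pads (16207 genes), 89% in fibroblasts (13759 genes), 77% in adipocytes (14121 genes), 68% in tumors against pads (16984 genes), 62.5% among tumors (15852 genes) and 79.5% for tissue dependence (16371 genes). Between 2.72% and 7.02% of its calls were unchanged genes, and it made 0 calls in the 5 contrasts with no changed gene. DESeq2 1.42.0 recovered 91% in fibroblasts and 75% among tumors, with 15% and 19.4% of its calls on unchanged genes.

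Alternatives fixed before the data were examined were size factors of the DESeq2 type (RLE), no filter on low counts, DESeq2, fits of only the groups compared, pads without the covariate or from 1 set of title numbers, a replicate block on the title numbers and leaving out each library in turn. Added after the data were seen were counts thinned to the total of the shallowest library of each tissue, gene-set scores as covariates, and tissue dependence without adipocytes or without IF libraries.

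Whether title numbers pair libraries was checked by the correlation, over 9846 genes, of deviations from the group means. For MECs and fibroblasts all 12 same-numbered pairs lay above 0.1, from 0.147 to 0.33 with a mean of 0.258. Other numbers had a mean of -0.129. Deviations cancel within a group, so a negative mean for other numbers follows from a positive one for equal numbers and is no separate evidence. These 2 tissues were taken as paired on the values of the same-numbered pairs. In the other 5 pairs of tissues some pairs were negative, and the numbers were not taken to pair them.

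For tissue composition 4 gene sets were taken from the wildtype libraries after the data were seen. A set of 266 MEC-enriched genes, a set of 336 adipocyte-enriched genes and a set of 46 fibroblast-enriched genes held genes at least 16-fold higher in that cell type than in both others and above a mean log2 CPM of 2. A set of 188 pad-only genes lay under a log2 CPM of -1 in all 3 cell types and above 1 in wildtype pads. The score of a set is the mean log2 CPM of its genes in a library. Scores were compared by exact two-sided permutation tests, 60 in all, with Benjamini-Hochberg adjustment over the 60. Set definitions with 8-fold differences, from all 4 lines, or with RLE factors were tried as well.

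Comparisons with the same wildtype libraries share their chance values. Unchanged groups were therefore simulated 8 times per tissue, and the mean correlation of their log2 fold changes is printed beside the observed one. Other splits of the same libraries into groups of the same sizes were refitted: all 10 for 3 against 3 and all 56 for IF tumors against IF pads, and otherwise 100, or 60 for PS and IFPS tumors against pads, 30 for pads and 25 for tissue dependence. Total counts ranged from 17.3e6 to 37.3e6 per library, and intervals for single shares were not needed.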

Results

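RNA sequencing gave counts per gene for 80 libraries of Rattus norvegicus in 19 groups. Normal tissue came from wildtype rats and from 3 rat lines with mutations in Nf1, the gene of neurofibromin, a negative regulator of Ras. The labels name these lines IF, PS and IFPS. Whole mammary pads, which hold the gland with its fat, were sequenced from 6 wildtype, 6 PS, 6 IFPS and 3 IF samples. Mammary epithelial cells (MECs), adipocytes and fibroblasts were each sequenced from 3 samples of wildtype and of every line. Tumors were sequenced from 9 PS, 9 IFPS and 5 IF samples. Total counts per library ranged from 17.3e6 to 37.3e6 with a median of 26.3e6, and 17109 to 19818 genes had at least 1 count. Depth differed between some groups. PS fibroblasts had 34.6e6 to 37.3e6 counts, and the other fibroblasts had 24.4e6 to 32e6. Wildtype MECs had 29.7e6 to 31.6e6 and PS MECs 27.1e6 to 30.9e6, against 22.7e6 to 24.6e6 in IF and 21.3e6 to 24.4e6 in IFPS MECs. The 10 most abundant genes held between 6.45% ± 1.32 (SD, n = 9) of the counts in PS tumors and 18.7% ± 0.719 (SD, n = 3) in PS fibroblasts.

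Most libraries grouped by tissue first. Over all libraries the first principal component of log2 CPM held 34.1% of the variance and the second held 24.1%. The median Spearman correlation over genes was 0.973 between libraries of one group and 0.873 between groups. Within a tissue the separation of the lines varied. In adipocytes the median correlation was 0.991 within and 0.972 between groups (0.993 and 0.984 in fibroblasts, 0.994 and 0.992 in MECs). In pads it was 0.976 within and 0.979 between groups, so pads of different lines were as similar as pads of one line.

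**Figure D1:**
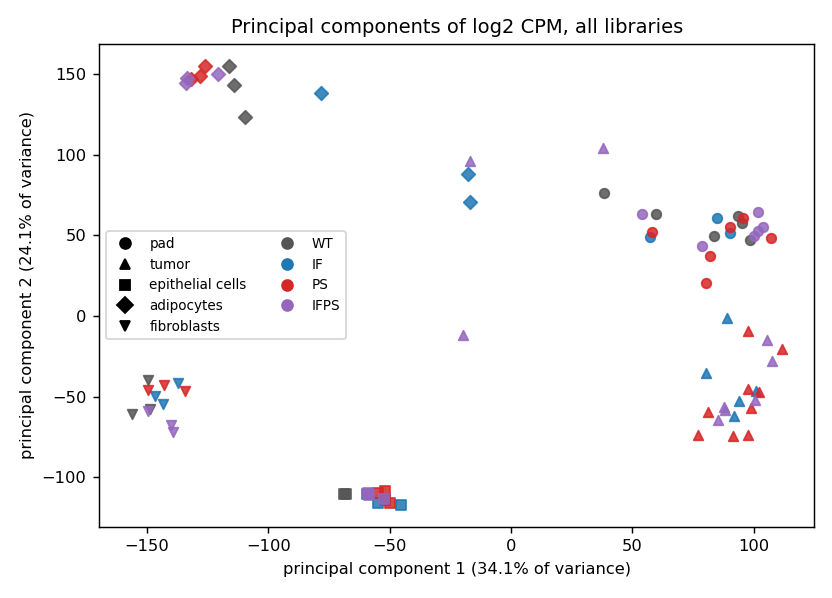
Principal components of log2 CPM for the 80 libraries, with the first component on the x axis (34.1% of variance), the second on the y axis (24.1% of variance), 1 marker per library, shapes for tissues and colours for lines. Most libraries of 1 tissue lie together, while IF adipocytes 1 and 3 and IFPS tumors 6, 8 and 9 lie away from the rest of their tissue.

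The first question was whether mammary tissue of the mutated lines differed from wildtype tissue before a tumor was present. In whole pads, where 16384 genes were tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment found 0 genes between IF and wildtype (306 genes at an unadjusted p under 0.05), 0 genes between IFPS and wildtype (1297 unadjusted) and 1 gene, lower, between PS and wildtype (1679 unadjusted). The mean of the 3 lines differed from wildtype in 0 genes (3.61% of genes unadjusted). DESeq2 gave 81 genes for PS, 21 for IFPS, 3 for the mean and 0 for IF. The fit of only IF and wildtype pads gave 7 genes, and a covariate for the pad-only gene score gave 78 genes for PS. Leaving out PS pad replicate 1 raised the PS count to 6. Pads with title numbers 13 to 21 differed from pads with numbers 1 to 12 within a line, in 633 genes in wildtype, 165 in PS and 26 in IFPS pads. The set of numbers was therefore a covariate, as a single shift shared by all lines. The set difference varied by line. In wildtype 372 genes were higher and 261 lower in the later pads, and in PS 38 were higher and 127 lower. The part specific to a line stayed in the spread, where it can hide effects of the lines. In pads with numbers 1 to 12 alone, 2 genes differed in IF, 8 in PS and 0 in IFPS, and in pads 13 to 21 alone 0 genes differed in PS and in IFPS.

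In MECs 14688 genes were tested. Against wildtype, 120 genes differed in IF (70 higher, 50 lower), 347 in PS (207 higher, 140 lower) and 55 in IFPS (40 higher, 15 lower), and the mean of the lines differed in 213 genes (136 higher, 77 lower). The median absolute log2 fold change of these genes was 0.55 in IF, 0.50 in PS and 0.59 in IFPS. The 3 libraries of the line lay outside the range of the 3 wildtype libraries for all 120 IF genes, 346 of the PS genes and all 55 IFPS genes. Chance gives this for 10% of genes, and 20.5%, 21.8% and 15.6% of all tested genes showed it. The MEC counts rested on single libraries. The IF count was 10 without wildtype replicate 3 and 645 without wildtype replicate 2, and the PS count ran from 72 without wildtype replicate 1 to 815 without wildtype replicate 2. The IFPS count fell to between 1 (without IFPS replicate 1) and 25 (without wildtype replicate 2) when any library was left out. Fits of only the 2 groups compared gave 23, 36 and 10 genes for IF, PS and IFPS.

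Adipocytes of the IF line stood apart. Of 14304 genes tested, 6893 (48.2%) differed between IF and wildtype adipocytes, 3785 higher and 3108 lower, with a median absolute log2 fold change of 0.86. The fits that each left out 1 library gave 5299 to 8794 genes. PS adipocytes differed from wildtype in 54 genes (16 higher, 38 lower), a count that ran from 2 without wildtype replicate 2 to 145 without wildtype replicate 1. IFPS adipocytes differed in 0 genes (927 at an unadjusted p under 0.05), and in 23 without wildtype replicate 1. DESeq2 gave 497 genes for PS and 219 for IFPS, of which 5.94% were higher. The mean of the 3 lines differed from wildtype in 19 genes, and in 1525 without IF replicate 2.

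In fibroblasts 13879 genes were tested. Against wildtype, 1063 genes differed in IF (468 higher, 595 lower), 3016 in PS (1466 higher, 1550 lower) and 9 in IFPS (0 higher, 9 lower), although 2965 genes had an unadjusted p under 0.05 in IFPS. The mean of the lines differed in 82 genes (22 higher, 60 lower). The IF count was 97 without IF replicate 2, the PS count was 1152 without PS replicate 2, and the IFPS count was 1558 without wildtype replicate 3. Only IFPS and wildtype fibroblasts in the fit gave 0 genes, and DESeq2 gave 871 with 56.6% higher. PS fibroblasts were the deepest group, and after thinning all fibroblasts to the same total the PS count was 2755.

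**Figure D2:**
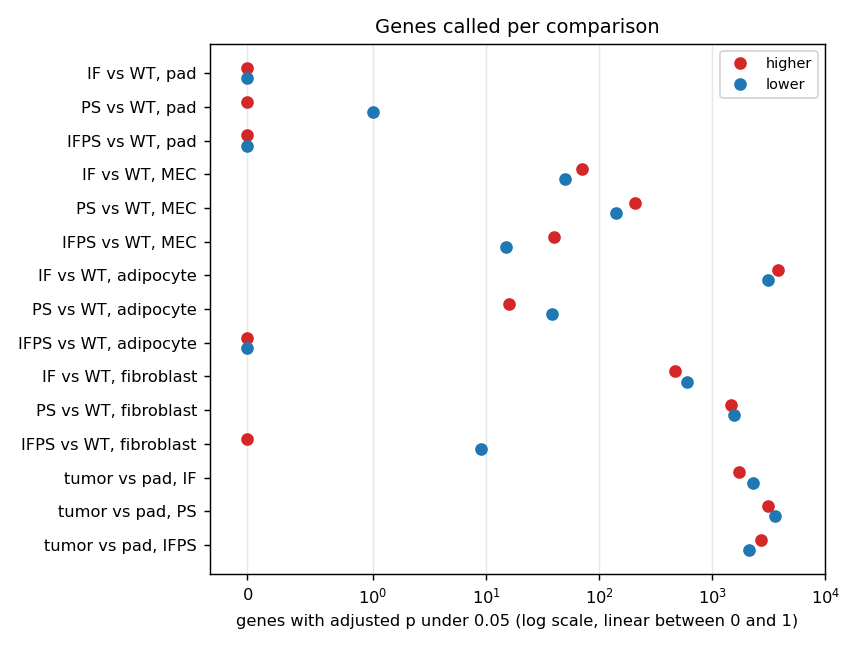
Number of genes with an edgeR adjusted p-value under 0.05 (x axis, log scale above 1) for each comparison (y axis), with genes higher in red and genes lower in blue. Whole pads show at most 1 gene, IF adipocytes 3785 higher and 3108 lower genes, and PS tumors against PS pads 3120 higher and 3589 lower genes.

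Whether the lines changed the same genes was examined within each tissue. In MECs, 64 genes differed in both IF and PS, 24 in IF and IFPS and 43 in PS and IFPS, all in the same direction, and 21 genes were higher and 2 lower in all 3 lines. The log2 fold changes of all tested genes correlated at 0.674 for IF and PS, 0.547 for IF and IFPS and 0.624 for PS and IFPS. Simulated groups with no change, set against the same wildtype libraries, gave mean correlations of 0.488, 0.485 and 0.503, because the comparisons share their controls. In fibroblasts IF and PS shared 677 genes, 671 of them in the same direction, and correlated at 0.669 (simulated 0.502), whereas IFPS correlated with IF at 0.0864 and with PS at 0.06 (simulated 0.509 and 0.512). In adipocytes PS and IFPS correlated at 0.722 (simulated 0.494), and IF correlated with them at -0.351 and -0.454 (simulated 0.497 and 0.503). IF and PS adipocytes shared 46 genes, 34 of them in opposite directions. In pads the correlations were 0.324, 0.155 and 0.625 for IF and PS, IF and IFPS, and PS and IFPS, with simulated values of 0.383, 0.376 and 0.501.

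The difference among the 3 mutated lines was tested directly. It involved 0 of 16384 genes in pads (1167 at an unadjusted p under 0.05), 27 genes in MECs, 7406 in adipocytes and 5921 in fibroblasts. Leaving out MEC IFPS replicate 3 reduced the MEC count to 8, and DESeq2 raised it to 582. In fibroblasts 5617 genes differed between IFPS and PS, 4352 between IFPS and IF, and 663 between PS and IF. In adipocytes 7534 genes differed between PS and IF, 7574 between IFPS and IF, and 4 between IFPS and PS.

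A few identifiers recurred. ENSRNOG00000012067 was higher in IF and in PS than in wildtype in all 3 cell types. In MECs it rose from 14.3 ± 2.07 CPM in wildtype to 142 ± 14.9 in IF and 151 ± 15.8 in PS (SD, n = 3 each), with log2 fold changes of 3.32 ± 0.12 and 3.41 ± 0.12 (SE) and adjusted p-values of 7.94e-08 and 6.09e-08. In adipocytes it rose from 1.02 ± 0.25 CPM (19 to 26 counts per library) to 121 ± 24.9 in IF and 155 ± 19.3 in PS, and the adjusted p-values were 1.85e-07 and 2.51e-07 at log2 fold changes of 6.94 ± 0.26 and 7.27 ± 0.26. In fibroblasts it rose from 9.31 ± 2.86 CPM to 101 ± 22.1 in IF and 95.4 ± 5.82 in PS. All 3 libraries of IF and of PS were higher than all 3 wildtype libraries in each cell type. IFPS was near wildtype, at 15.4 ± 0.325 CPM in MECs, 0.485 ± 0.168 in adipocytes and 15 ± 3.44 in fibroblasts. In pads with title numbers 1 to 12 the lines separated as in the cells. Wildtype pads 1 to 3 had 10.6 to 15.5 CPM and these IFPS pads 11.9 to 17.1 CPM. IF pads had 173 to 274 CPM and these PS pads 195 to 247 CPM. In pads with title numbers 13 to 21, wildtype pads 4 to 6 had 195 to 250 CPM. IFPS pads of that set had 15.5 to 17.5 CPM, and PS pads ran from 16.1 to 585 CPM. Over all pads, wildtype therefore overlapped each line. The adjusted p-value of PS against wildtype pads was 0.442 at a log2 fold change of 1.73 ± 0.73, where 5 of 6 PS pads and 3 of 6 wildtype pads were above 100 CPM.

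**Figure D3:**
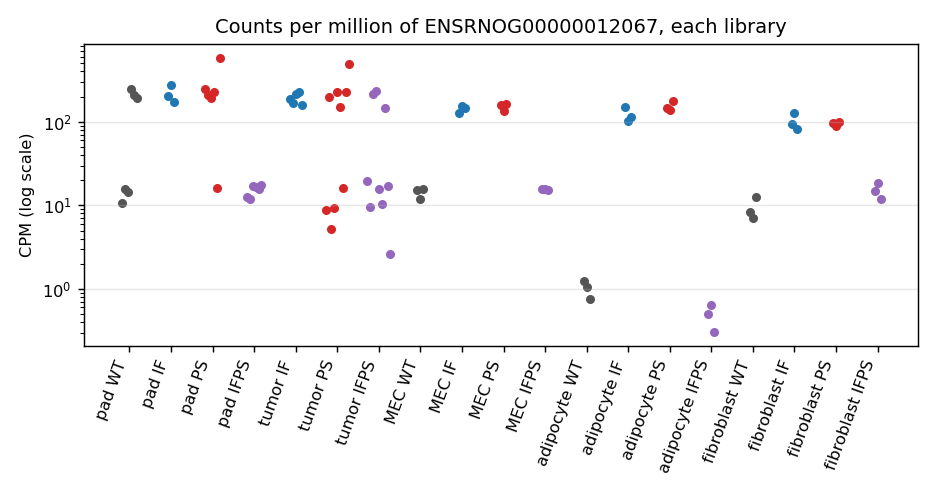
CPM of ENSRNOG00000012067 in each library (y axis, log scale) by group (x axis), 1 point per library. IF and PS cells lie between 83 and 177 CPM, wildtype and IFPS cells between 0.306 and 18.6 CPM, and wildtype pads at both levels.

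Including ENSRNOG00000012067, 5 identifiers were higher in at least 5 of the 12 comparisons with wildtype and lower in none. Of these, ENSRNOG00000042326 had 13.7 ± 1.92 CPM in IF and 13.7 ± 0.857 in PS MECs against 7.74 ± 0.573 in wildtype MECs (SD, n = 3 each). Its log2 fold changes in MECs were 0.83 ± 0.11 and 0.82 ± 0.11 with adjusted p-values of 0.00894 and 0.0049, higher in 3 of 3 libraries of each line. In fibroblasts the log2 fold changes were 1.40 ± 0.21 in IF and 1.33 ± 0.21 in PS. In adipocytes it was higher in IF (2.72 ± 0.45) and lower, within the spread, in PS (-1.02 ± 0.48, adjusted p 0.451, lower than the wildtype mean in 3 of 3 libraries).

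ENSRNOG00000003905 was lower in PS in every normal tissue and was the 1 gene past the threshold in pads. PS pads had 26.8 ± 2.44 CPM and wildtype pads 49.6 ± 5.37 (SD, n = 6 each), a log2 fold change of -0.88 ± 0.11 with an adjusted p-value of 0.00502, and all 6 PS pads were below all 6 wildtype pads. The log2 fold change of PS was -1.21 ± 0.08 in MECs, -1.24 ± 0.09 in adipocytes and -1.24 ± 0.07 in fibroblasts. IF had smaller decreases of -0.31 ± 0.08, -0.50 ± 0.09 and -0.41 ± 0.07 in the same order, of which the MEC value had an adjusted p of 0.0867, with 3 of 3 libraries below all wildtype libraries. IFPS cells were near wildtype, at log2 fold changes of -0.20 ± 0.08, 0.00 ± 0.09 and 0.03 ± 0.07. IFPS pads with title numbers 1 to 12 had 43.5 to 48.8 CPM and those with numbers 13 to 21 had 28.3 to 34.9 CPM.

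ENSRNOG00000013780, chosen after its values were seen, was the 1 identifier lower than wildtype in both PS and IFPS in both MECs and fibroblasts, and no identifier was higher in these 4 comparisons. Fibroblasts had 151 ± 9.24 CPM in wildtype, 99 ± 1.71 in PS, 90.6 ± 1.91 in IFPS and 151 ± 6.9 in IF (SD, n = 3 each). The log2 fold changes in fibroblasts were -0.62 ± 0.06 in PS and -0.75 ± 0.06 in IFPS, with adjusted p-values of 0.000299 and 0.000262, lower in 3 of 3 libraries of each line. In MECs they were -0.46 ± 0.07 and -0.54 ± 0.07, and in adipocytes -0.54 ± 0.09 and -0.56 ± 0.09, where the adjusted p-values were 0.0406 and 0.0972 and 3 of 3 libraries of each line were lower. IF differed by 0.01 ± 0.07 in MECs, 0.01 ± 0.06 in fibroblasts and -0.15 ± 0.09 in adipocytes. When 1 library was left out, the PS and IFPS calls in fibroblasts and the PS call in MECs stayed in all 6 fits each, the IFPS call in MECs stayed in 2 of 6 and the PS call in adipocytes in 1 of 6. In pads the log2 fold change was -0.29 ± 0.09 in PS and -0.41 ± 0.09 in IFPS, neither past the threshold.

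**Figure D4:**
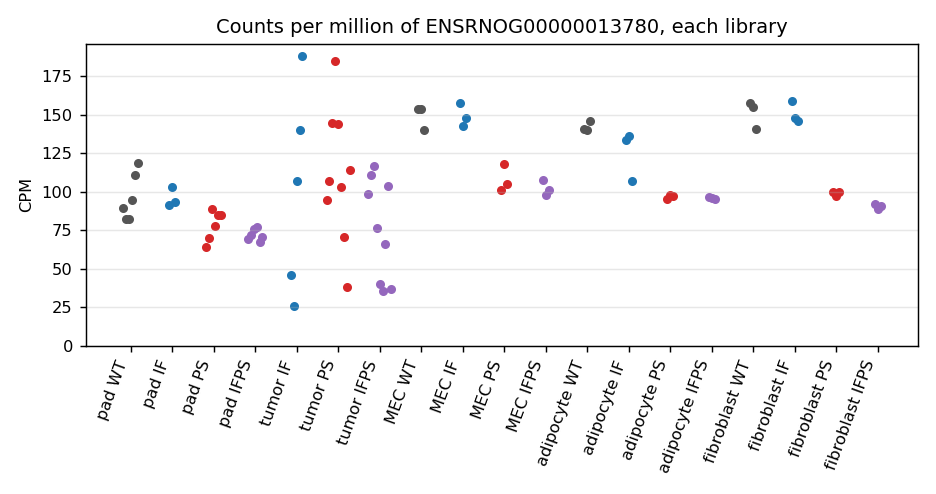
CPM of ENSRNOG00000013780 in each library (y axis, from 0) by group (x axis), 1 point per library. In the cell types PS and IFPS libraries lie between 88.6 and 118 CPM and wildtype libraries between 140 and 158 CPM, and tumors spread from 25.9 to 188 CPM.

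Whether the effect of the mutated lines depended on the tissue was tested in one fit of the 57 normal libraries. The mean effect of the 3 lines differed between pads, MECs, adipocytes and fibroblasts in 440 of 17126 genes. The count moved with the libraries used. It was 160 without wildtype adipocyte replicate 3, 1081 without IF adipocyte replicate 2, and 246 with no filter on low counts, which tested more genes. Between MECs and fibroblasts alone, whose title numbers pair the libraries, the mean effect differed in 258 genes without and 236 genes with the title number as a block.

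Tumors were compared with pads of the same line, among 17227 genes. IF tumors differed from IF pads in 4007 genes (1733 higher, 2274 lower), PS tumors from PS pads in 6709 (3120 higher, 3589 lower) and IFPS tumors from IFPS pads in 4814 (2694 higher, 2120 lower). The median absolute log2 fold change of these genes was 1.36, 1.09 and 0.86. In IFPS, 772 of the 4814 genes had no overlap between tumors and pads, against 3232 of the 6709 genes in PS with the same numbers of samples. The pads in the fit moved the counts most. With pads 1 to 12 alone, 3055 genes differed in IF, 3079 in PS and 1199 in IFPS, and 37.8% of the IFPS genes were higher in place of 56%. IF has pads 1 to 12 only, so its count changed because the shared fit lost pads of the other lines. PS and IFPS also kept fewer pads of their own, which is not separated from a difference between the sets of pads. Leaving out IF pad replicate 3 reduced the IF count to 2113. The tumors of the 3 lines differed from each other in 1221 of 15966 genes. This count was 638 without IF tumor replicate 4, and DESeq2 gave 2620.

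Scores of cell-type gene sets served as an indirect measure of the composition of pads and tumors. The sets set cultured MECs and fibroblasts against adipocytes, which were not cultured. They can therefore hold genes that differ through culture. The MEC-enriched score was 2.85 ± 0.49 in wildtype, 3.04 ± 0.15 in IF, 3.23 ± 0.25 in PS and 3.06 ± 0.28 in IFPS pads (mean log2 CPM ± SD). No pad score of a line differed from wildtype by an exact permutation test. The differences for IF, PS and IFPS by this exact test were 0.19 (p = 0.667), 0.38 (p = 0.108) and 0.21 (p = 0.439) for the MEC-enriched score, -0.03 (p = 0.798), -0.17 (p = 0.16) and -0.10 (p = 0.24) for the adipocyte-enriched score, and -0.14 (p = 0.512), -0.20 (p = 0.115) and -0.22 (p = 0.121) for the fibroblast-enriched score. With sets defined by an 8-fold difference, the last of these values, for IFPS, became -0.27 and passed an unadjusted 0.05. Within pads 1 to 12 and within pads 13 to 21, where 3 against 3 samples allow no exact p under 0.1, the fibroblast-enriched differences were 0.05 and -0.45 in PS and -0.14 and -0.29 in IFPS, and the MEC-enriched differences were 0.17 and 0.59 in PS and 0.09 and 0.32 in IFPS. In IF, which has pads 1 to 12 only, all 3 differences changed sign against wildtype pads 1 to 3, to -0.08 for the MEC-enriched, 0.04 for the adipocyte-enriched and 0.02 for the fibroblast-enriched score. In tumors the adipocyte-enriched score was lower than in pads by exact permutation tests. The difference was -2.50 in IF (exact p = 0.0179, the smallest that 5 against 3 samples allow; adjusted over 60 tests 0.107), -2.17 in PS (p = 0.0002, the smallest that 9 against 6 samples allow; adjusted 0.004) and -1.66 in IFPS (p = 0.00839; adjusted 0.0839). All 5 IF and all 9 PS tumors lay below every pad of their line, and IFPS tumors ran from 0.98 to 4.84 against 3.84 to 4.24 in pads. Against pads 1 to 12 and pads 13 to 21 taken separately the adipocyte-enriched difference was -2.05 and -2.28 in PS and -1.55 and -1.78 in IFPS. The fibroblast-enriched score was lower as well, by -1.04 in IF (exact p = 0.0179, adjusted 0.107, all 5 tumors below all 3 pads), -1.36 in PS (exact p = 0.0002, adjusted 0.004, all 9 tumors below all 6 pads) and -0.79 in IFPS (exact p = 0.0172, adjusted 0.107). The MEC-enriched score was higher by 1.09 in PS tumors (exact p = 0.0002, adjusted 0.004, all 9 tumors above all 6 pads) and by 0.77 in IF tumors (exact p = 0.0536, adjusted 0.231). In IFPS tumors the MEC-enriched score differed by -0.34 (exact p = 0.738), with tumors from -1.48 to 4.32. Without IFPS tumor replicate 9 this difference was 0.19.

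**Figure D5:**
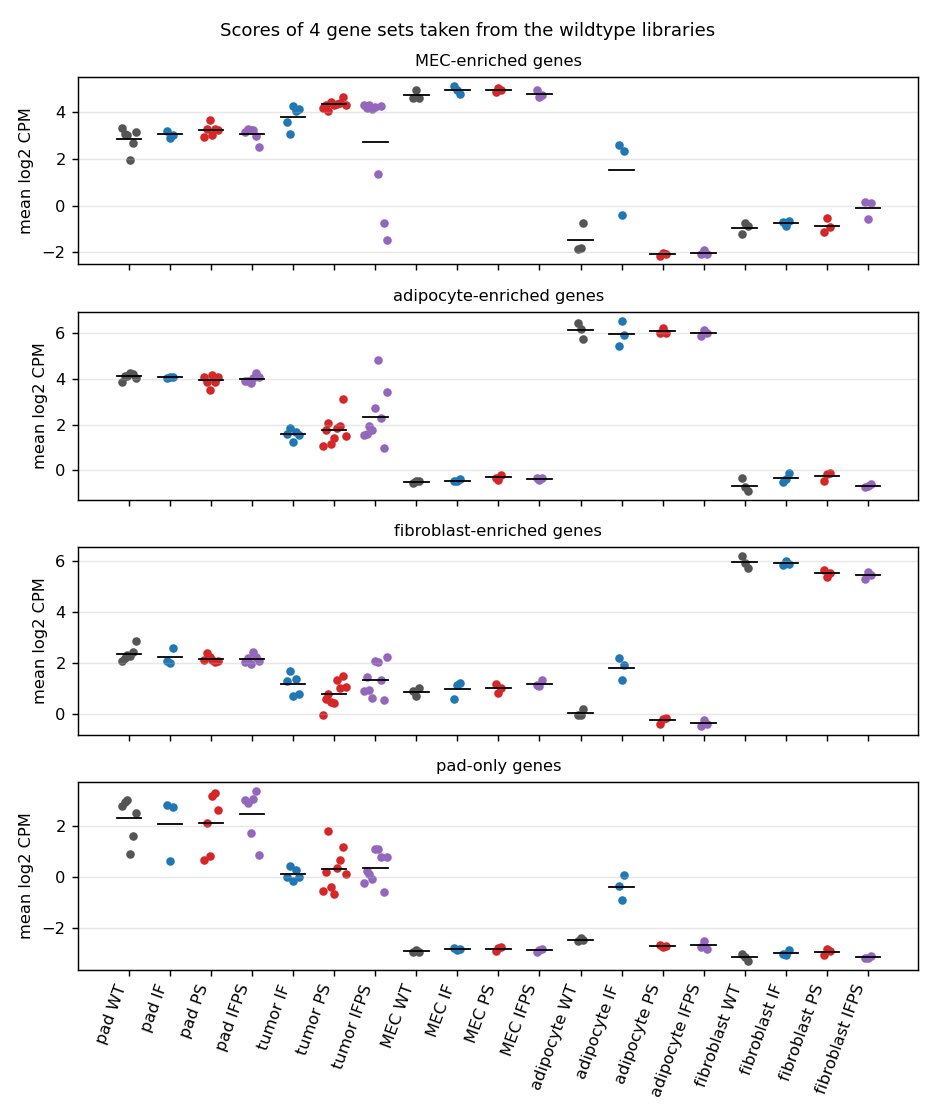
Scores (y axis, mean log2 CPM) of the MEC-enriched, adipocyte-enriched, fibroblast-enriched and pad-only gene sets, taken from wildtype libraries, in each library (points) by group (x axis), with the group mean as a black line. IF adipocytes reach 2.60 on the MEC-enriched score and 2.19 on the fibroblast-enriched score, and PS tumors lie below PS pads on the adipocyte-enriched score.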

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

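All tests of explanations in this part were chosen after the results were seen, except the counts over other splits of the libraries, which were planned before the data were examined.

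Among 42 combinations of 6 groups of 5 to 9 samples and 7 measures (total counts, genes detected, the share of the 10 most abundant genes and 4 set scores), 2 samples lay far from the rest of their group by Dixon's criterion. Chance alone gives about this many. PS pad replicate 1 had 18304 genes detected, against 19236 to 19688 in the other 5 PS pads. It was the shallowest of these pads, but a lower depth does not account for the gap, because the other 5 still had at least 19050 genes after thinning to its 21e6 counts. Leaving this pad out raised the number of genes between PS and wildtype pads from 1 to 6. No biological explanation was tested.

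PS tumor replicate 8 had an adipocyte-enriched score of 3.11, against 1.07 to 2.08 in the other 8 PS tumors and 3.53 to 4.19 in PS pads. Pad tissue in the tumor sample is a candidate explanation, since its fibroblast-enriched score of 1.50, another measure higher in pads than in PS tumors, was also the highest of the 9. Its MEC-enriched score of 4.64 was the highest of the 9 as well, on the side away from the pads, so the values do not all move toward pads. Without this tumor the PS difference in the adipocyte-enriched score was -2.34 in place of -2.17. A difference of the tumor itself stays open and was not tested.

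The 3 mutated lines differed among themselves in 7406 genes in adipocytes, and 1 of 100 splits of the 9 mutated libraries, the real one, gave as many. IFPS and PS adipocytes differed in 4 genes, so the difference was mainly that of the IF line. Against wildtype, IF gave 6893 genes, more than any of the 9 other splits (1 of 10 with the real one, and 10 splits cannot show a share under 0.1). A difference in depth is argued against by the 6727 genes found after thinning to equal depth. RNA of other pad cells in the IF adipocyte samples is a candidate explanation for the genes that were higher. Of 556 genes over 16-fold higher in IF pads than in wildtype adipocytes, 521 (93.7%) were higher in IF adipocytes and 1 was lower, against 16.9% higher among the 8811 genes within 2-fold. Over genes, the log2 fold change of IF adipocytes correlated with the log2 ratio of IF pads to wildtype adipocytes at 0.652, against -0.249 for PS and -0.309 for IFPS (across genes, which are not independent replicates). The MEC-enriched score was 2.60, -0.39 and 2.33 in IF adipocyte replicates 1, 2 and 3, against -1.85 to -0.77 in wildtype adipocytes. The fibroblast-enriched score was 1.35 to 2.19 against -0.03 to 0.19, and the pad-only score -0.92 to 0.09 against -2.51 to -2.41. The 10 most abundant MEC-enriched genes had medians of 12.4 to 122 CPM in IF adipocytes, 1.78 to 5.47 in wildtype adipocytes and 105 to 116 in IF pads, and 9 of the 10 were higher in every IF than in every wildtype library. Wildtype adipocytes themselves expressed 27 of the 266 MEC-enriched, 19 of the 46 fibroblast-enriched and 0 of the 188 pad-only genes above 1 CPM in all 3 libraries. As a share of IF pad levels, the rise in replicates 1, 2 and 3 came to 56.2%, 2.12% and 47.6% for the MEC-enriched, 49.4%, 19.7% and 42.2% for the fibroblast-enriched and 8.72%, 4.95% and 14.2% for the pad-only genes, so the sets did not rise by one share. Whether such RNA also accounts for the 3108 genes that were lower, by diluting adipocyte RNA, is left open. The share of genes lower was 0.18% among genes over 16-fold higher in IF pads, 26.2% among genes within 2-fold and 32.1% among genes over 2-fold lower in IF pads, which goes with dilution, but it did not rise further among those over 4-fold lower (30.7%). Of the lower genes 589 fell by more than 2-fold, and 322 of these were not over 2-fold lower in IF pads than in wildtype adipocytes, which goes against dilution by RNA with the composition of whole pads. RNA of only some pad cells stays possible, since the share of other RNA differs between sets and replicates, and the adipocyte-enriched genes went both ways (56 of 336 higher, 65 lower). An effect of the IF line and a difference in how the IF adipocytes were collected stay open as well.

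In fibroblasts the 3 lines differed in 5921 genes and in MECs in 27 genes, in each case with 1 of 100 splits, the real one, giving as many. Thinning to equal depth left 5720 genes in fibroblasts and 34 in MECs, which argues against depth. In fibroblasts wildtype lay between IFPS and the other lines. IFPS differed from IF in 4352 genes and from PS in 5617, and wildtype differed from IF in 1063, from PS in 3016 and from IFPS in 9. The 9 genes do not show that IFPS was like wildtype, since 1558 were found without wildtype replicate 3 and 871 by DESeq2. Pairs of lines in MECs were mixed, with 109 genes between IFPS and IF, 55 between IFPS and wildtype, 10 between IFPS and PS and 10 between PS and IF. Taken as an arrangement, IF and PS against wildtype and IFPS gave 5684 genes in fibroblasts and 342 in MECs. IF and IFPS against wildtype and PS gave 679 and 3, and PS and IFPS against wildtype and IF gave 48 and 118. In pads these arrangements gave 0, 0 and 26 genes in the same order, with 7 of the 26 higher and 19 lower. The 26 genes were not set against other splits of the pads. The 3 genes of the second arrangement in MECs, the one that follows the shallower IF and IFPS libraries, also argue against depth. In title numbers, the first arrangement sets 7 to 12 against 1 to 6. A batch that follows the numbers is therefore a candidate explanation in fibroblasts and less clear in MECs, and it cannot be told apart from the lines, because each line has its own 3 numbers and no library of another line shares them. Of the genes found in this arrangement, 194 were found in both tissues, where chance would give 144 if the tissues were unrelated. Of the 194, 171 (88.1%) moved in the same direction. Same-numbered MECs and fibroblasts deviated together, with a mean correlation of 0.258, so neither value can be judged against unrelated tissues. No value for paired tissues without a change was computed. An inherited background of the animals as the source of these 171 genes is left open. In pads with title numbers 1 to 12, 76 of the 171 (44.4%) moved in that direction, in adipocytes 109 of 166 (65.7%) did between PS and IFPS, and the labels do not say that equal numbers mark one animal. A batch of the cell culture is left open too. Adipocytes, which were not cultured, had 4 genes between PS and IFPS, but so few were found also in cultured MECs, with 10, where fibroblasts had 5617. An effect of the lines themselves stays open and untested.

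The effect of the lines depended on the tissue in 440 genes, but 3 of 25 splits of the lines within tissues, the real one included, gave as many, so this count does not exceed what other groupings of the same libraries give. RNA of other cells in the IF adipocytes is not the whole source, because 146 of the 440 genes were still found without the IF libraries, among 675 in that fit. Without the adipocytes 56 genes were found, all of them among the 440. Leaving out wildtype adipocyte replicate 3 gave 160 genes and leaving out IF adipocyte replicate 2 gave 1081.

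The tumors of the 3 lines differed in 1221 genes, and 3 of 100 splits of the 23 tumors gave as many. The MEC-enriched score as a linear covariate does not account for all of them, because 881 genes differed with it, 620 of them among the 1221. The score was defined in cultured wildtype MECs and measures the epithelial share of a tumor only indirectly. A varying share of epithelial cells is therefore not excluded as the source. The MEC-enriched score ran from 3.05 to 4.25 in IF tumors, from 4.04 to 4.64 in PS tumors and from -1.48 to 4.32 in IFPS tumors, among which replicates 6, 8 and 9 had 1.35, -0.73 and -1.48. Leaving out IF tumor replicate 4 gave 638 genes. A difference between the lines stays open, as does any difference in tumor type, which the labels do not give.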

How the results depend on the processing

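The alternatives were planned before the data were examined, except thinning, the scores as covariates, the definitions of the gene sets, the fits of tissue dependence without adipocytes or IF libraries, and all values for the tests among the 3 lines, which were chosen after seeing the data. Of 141 counts of genes under alternatives that kept all libraries of the groups compared or a planned part of them, 95 stayed within 1.5 times the reported count and 46 did not. Counts with RLE size factors (25), without the covariate in pads (5) and with thinned depth (20) all stayed within 1.5 times. Where a count moved, the cause was not tested, unless the alternative's own construction gives it (fewer libraries, or more or fewer genes tested).

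DESeq2 moved 17 of 25 counts and lowered none. It gave 81 genes for PS, 21 for IFPS, 3 for the mean of the lines and 133 among the lines in pads, against 1, 0, 0 and 0. In MECs it gave 650 for IF, 882 for PS, 217 for IFPS, 694 for the mean and 582 among the lines. In adipocytes it gave 497 for PS, 219 for IFPS and, rounded, 6.7e+02 for the mean, and in fibroblasts 1805 for IF, 871 for IFPS and 519 for the mean. It gave 2620 genes among tumors and 882 for tissue dependence. On counts simulated for fibroblasts and for tumors, 15% and 19.4% of its calls fell on unchanged genes. The share of genes higher was 49.9% under DESeq2 for the mean in adipocytes (68.4% with edgeR), 41.6% for the mean in fibroblasts (26.8%), 56.6% for IFPS fibroblasts (0%) and 49.4% for PS pads (0%).

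Without a filter on low counts, 116 genes differed for PS and 8 for IFPS in adipocytes, 31 for IFPS in fibroblasts, 106 among the lines in MECs and 246 for tissue dependence. Of the PS adipocyte genes 16.4% were higher, against 29.6% with the filter, and of the IFPS fibroblast genes 32.3%.

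Fits of only the 2 groups compared, which estimate the spread from fewer libraries, gave 7 genes for IF pads, 23, 36 and 10 for IF, PS and IFPS MECs, 4324 for IF and 146 for PS adipocytes, 89, 1265 and 0 for IF, PS and IFPS fibroblasts (2965 at an unadjusted p under 0.05 for IFPS in the shared fit) and 2346 for IFPS tumors against pads. Of the IF and IFPS MEC genes 91.3% and 90% were higher, against 58.3% and 72.7% in the shared fit. For PS tumors against pads 57.4% were higher, against 46.5%.

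With pads 1 to 12 alone, 2 genes differed for IF, 8 for PS (87.5% higher), 2 for the mean of the lines and 4 among the lines, and against these pads 3079 genes differed in PS tumors (35.6% higher) and 1199 in IFPS tumors (37.8% higher, against 56%). With pads 13 to 21 alone, 0 genes differed for PS (1679 at an unadjusted p under 0.05 in all pads), and ENSRNOG00000042326 changed sign there, from 0.33 to -0.31 on the log2 scale, in PS against wildtype pads. The MEC-enriched score as a covariate left 0 genes for PS pads, and the pad-only score as a covariate gave 78 for PS pads and 1 among the lines.

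For tissue dependence, libraries with title numbers 1 to 12 gave 694 genes without and 769 with the title number as a replicate block, against 440 genes of all libraries. The block moved neither this fit nor the fit of MECs against fibroblasts (258 genes without, 236 with) by more than 1.5 times, and no other call was tested with a block, because libraries of one tissue never share a number between lines. Without adipocytes the count was 56 and without IF libraries 675.

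Leaving out each library of the groups compared in turn moved 92 of 286 counts by more than 1.5 times. Tissue dependence had 39 such fits, because among the pads only the IF pads were left out. Its range therefore does not cover the wildtype, PS and IFPS pads. The fits gave 0 genes for IF pads and for IFPS pads and the mean in pads (306 genes, 1297 genes and 3.61% of genes at an unadjusted p under 0.05 with all libraries), 1 to 6 for PS pads and 0 to 1 among the lines in pads. In MECs they gave 10 to 645 for IF, 72 to 815 for PS, 1 to 25 for IFPS, 11 to 501 for the mean (without wildtype replicates 3 and 2) and 8 to 39 among the lines. In adipocytes they gave 5299 to 8794 for IF, 2 to 145 for PS, 0 to 23 for IFPS, 1 to 1525 for the mean (without wildtype replicate 2 and IF replicate 2) and 5599 to 9045 among the lines. In fibroblasts they gave 97 to 1525 for IF, 1152 to 3427 for PS, 3 to 1558 for IFPS, 31 to 184 for the mean (without wildtype replicate 3 and IFPS replicate 2) and 3995 to 5633 among the lines. Tumors against pads ran from 2113 to 3898 in IF, from 5713 to 6889 in PS and from 3874 to 6429 in IFPS, tumors among lines from 638 (without IF replicate 4) to 1598, and tissue dependence from 160 to 1081. No fit moved the counts for IF adipocytes or among the lines in adipocytes and in fibroblasts by more than 1.5 times, and each of the other cell-type counts was moved that far by at least 1 library. Thinning moved none of them that far.

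Of 54 scores under other definitions or scalings 53 kept their direction and side of 0.05, and 1, fibroblast-enriched in IFPS pads, passed it at -0.27 with the 8-fold definition. Of 213 scores with 1 library left out, 203 kept both. The MEC-enriched difference ran from 0.00 to 0.28 in IF pads, from 0.20 to 0.47 in PS pads and from 0.02 to 0.31 in IFPS pads, each lowest without wildtype replicate 4, and from -0.54 to 0.19 in IFPS tumors, where it reversed without replicate 8 (0.10) or 9 (0.19). The fibroblast-enriched difference ran from -0.25 to -0.10 in PS pads and from -0.27 to -0.11 in IFPS pads. It ran from -1.18 to -0.87 in IF tumors, where 5 of 8 fits no longer passed 0.05. In pads, 3 scores passed 0.05 in 1 fit of 12 each. They were the MEC-enriched score in PS and the fibroblast-enriched score in PS and in IFPS. The log2 fold change of ENSRNOG00000013780 in IF ran from -0.03 to 0.04 in MECs and from -0.05 to 0.04 in fibroblasts. The adjusted p of this identifier ran from 0.0409 to 0.076 in IFPS MECs (under 0.05 in 2 of 6 fits) and from 0.0392 to 0.168 in PS adipocytes (1 of 6). Among 161 values of the 4 identifiers under other alternatives 152 stayed the same in direction and side of the threshold, 6 became weaker, 2 stronger and 1 reversed, and among 192 with 1 library left out 180 did, 7 became weaker, 1 stronger and 4 reversed.

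The 4 gene lists and their 20 tests, with fry as an alternative test, other prior counts and all listed genes as further alternatives, were not run, nor was the epithelial marker score as a covariate in pads, because no identifier was matched to a symbol. The MEC-enriched score stood in for the latter.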

Other observations

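All tests in this part were chosen after the results were seen, except the counts over other splits of the libraries. Of these counts, the one among the lines in pads was also added after the data were seen.

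The recurrent identifier ENSRNOG00000012067 was at one of 2 levels in most libraries rather than on a scale. An effect of the mutated lines as the source of the 2 levels is argued against by wildtype pads 4 to 6, which had at least 195 CPM, while wildtype pads 1 to 3 had at most 15.5 CPM. A constant loss of reads at a strain variant is argued against by the size of the difference between IF and PS and the other 2 groups, which was 7.63 ± 0.19 on the log2 scale in adipocytes, 3.31 ± 0.08 in MECs and 3.05 ± 0.16 in fibroblasts. An inherited difference between animals that does not follow the mutation is a candidate explanation. For all 12 of the title numbers 1 to 12, the 4 libraries of a number were on the same side of 50 CPM. Since each line has its own numbers, this holds for whole lines, and it says little about single animals. The tumors took both levels in 2 lines: PS tumors had from 5.18 to 495 CPM, IFPS tumors from 2.64 to 235 CPM, and IF tumors from 160 to 227 CPM. The function of the identifier was not examined, and no gene name was used.

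The first principal component of the 21 pads held 45.7% of their variance and followed the pad-only score, which ran from 0.61 to 3.38. Pearson's r was 0.957 and Spearman's rho 0.917, each with a permutation p of 1e-05, the smallest that 100000 resamples can give. Within pads 1 to 12 r was 0.984 (n = 12), within pads 13 to 21 it was 0.988 (n = 9), and without the 2 pads farthest from the median score it was 0.95. This relation and that of the component with depth were the 2 computed. Total counts had r = 0.382 (permutation p = 0.0875) and rho = 0.282 (permutation p = 0.214) with the component, 0.552 and 0.216 within the 2 sets of pads. Depth is argued against as the source, because r was 0.956 after thinning all pads to 21e6 counts. A varying amount of tissue other than the 3 sorted cell types in the pads is a candidate explanation, as the pad-only genes were chosen for absence from those cells in wildtype. They were chosen also for presence in wildtype pads, so a set that varies between pads was possible by construction. The pad-only score did not differ from wildtype in IF (-0.24, exact permutation p = 0.679), PS (-0.18, p = 0.755) or IFPS (0.19, p = 0.69) pads. With this score as a covariate 78 genes differed between PS and wildtype pads in place of 1, and 21.8% of them were higher.

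A lower share of adipocytes in tumors is not the whole source of the genes lower in PS tumors than in PS pads. It would raise the genes of all other cell types alike, but the fibroblast-enriched score moved by -1.36 and the MEC-enriched score by 1.09. The fibroblast-enriched genes were defined in cultured cells, so a change of state in the tumor's fibroblasts stays open beside a lower share of fibroblasts.

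The other comparisons were set against other splits of the same libraries. In pads, 19 of 30 splits for IF, 11 of 30 for IFPS, 13 of 30 for the mean of the 3 lines and 6 of 30 among the lines gave as many genes at an unadjusted p under 0.05, where no gene passed the adjusted threshold, and 3 of 30 splits for PS gave at least 1 gene past it. Splits of MECs, adipocytes and fibroblasts of 1 line and wildtype number 10, so they cannot show a share under 0.1. Past the adjusted threshold, only the real split, 1 of 10, gave as many genes for each line in MECs and in fibroblasts and for PS in adipocytes. The same held at an unadjusted p for IFPS in adipocytes. At an unadjusted p under 0.05, 2 of 10 splits, the real one included, gave as many for IF and for IFPS in MECs. For the mean of the 3 lines against wildtype, 2 of 100 splits in MECs, 5 of 100 in adipocytes and 3 of 100 in fibroblasts gave as many genes. For tumors against pads, only the real split gave as many, 1 of 56 in IF, 1 of 60 in PS and 1 of 60 in IFPS.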
